A study of Mus musculus with 4 samples.

How the data were processed

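RNA-seq libraries came from TT2 mouse embryonic stem cells transfected with control siRNA (n = 2) or Hnrnpk siRNA (n = 2). Per the labels' protocols, cells received 100 nM siRNA and, 24 hours later, 50 nM of the same siRNA, and RNA was extracted about 72 hours after the second transfection. The labels describe the RNA both as depleted of ribosomal RNA and as selected for poly(A), and describe a library for paired-end Illumina sequencing. The sequence of the siRNA, whether more than 1 siRNA was used against Hnrnpk, the strandedness of the libraries and any batch are not given in the sources used here.

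The values were RPKM per gene as deposited by the authors in 1 table with a column for each library, so replicates were not pooled. The aligner, the counting tool, the genome build, the annotation release and the treatment of reads that match several places are not given in the sources used here. The table held 22138 Ensembl gene identifiers with symbols, of which 20551 (92.8%) were found in GENCODE M21 and 30 had no symbol. Gene positions, exonic length and GC content were taken from GENCODE M21 on GRCm38 by identifier, and may differ from the annotation behind the RPKM values. Symbols are printed as in the table, where Tcfcp2l1 is the gene now called Tfcp2l1 and Dub3 the gene now called Usp17le.

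RPKM values are not counts. Low values were searched for the step that 1 read is worth. Among single-exon genes with at most 5 estimated fragments, 27.2% to 28.8% of values fell within 0.02 of a whole number, so whole reads were not recovered and no count model was used. The commonest step gave the denominator of each library. This search was tested on simulated data of 1000 genes, where its largest error was 0%. The simulated denominators lay inside the range searched, so that error does not settle the error here. The relative depth was the commonest ratio of low values between control replicate 1 and each other library, and was not tested on simulated data. At 0.5 RPKM, a gene of 1 kilobase corresponded to 62.1, 60.95, 55.35 and 54.75 units in control replicates 1 and 2 and Hnrnpk siRNA replicates 1 and 2. Each library was counted as a sample, as the labels list them. Whether replicates were separate cultures or separate preparations from 1 culture is not given in the sources used here, so the spread between replicates may leave out variation between cultures.

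Values were analysed as log2(RPKM + 0.5). A log2 change on this scale understates the change of low genes. Genes with a mean of at least 0.5 RPKM over the 4 libraries were tested, 12486 of 22138; 3324 genes were at 0 in all libraries. The groups were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend and moderated two-sided tests (7.47 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over the genes tested. Genes were called at an adjusted p under 0.05, and a size of 2-fold means a log2 change of at least 1. Each gene is described by its mean RPKM with SD and, where tested, by the log2 change with SE. Limma's procedure was tested on simulated data for 12486 genes with 200 genes changed. It called 77% of the genes changed by 0.5 on the log2 scale and 100% of those changed by 1, with 6 of its 183 calls among unchanged genes, and estimated changes regressed on true ones with a slope of 1.00. In the same simulation a shifted list was called by camera and 0 of the unshifted lists were. Changes were added on the log2 scale, and noise was drawn independently for each gene. The simulation therefore does not test the compression by the added 0.5 RPKM or lists of genes that vary together. It also does not test data where as many genes change as were called here.

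The 9 lists were compared with camera (limma, correlation between genes preset to 0.01, two-sided) and adjusted by Benjamini-Hochberg over the 9 lists: germline genes, the H3K9 and DNA methylation machinery, the hnRNP family, pluripotency, two-cell stage, trophectoderm, germ layers and primitive endoderm, p53 targets, and interferon-stimulated genes. A further 3 lists (ERK targets, ATF4 targets and sterol response) were chosen after the values of a few genes had been seen; those genes were left out of them and the lists were adjusted over the 3. Names not matched in the table were not analysed here. The signs of a list's median, mean and camera test did not differ for any of the 12 lists.

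The groups, the 9 lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined. By the rule, the named genes are Hnrnpk; the 6 largest rises and 6 largest falls in log2 change among called genes whose Hnrnpk siRNA libraries both lay above, or both below, the control libraries; up to 5 members of each list with an adjusted p under 0.05 over all genes, lowest p first; Setdb1, Trim28, Pou5f1, Nanog and Sox2 whatever their values; and the sex-linked genes. Gm7964, Smc1b and the single genes that only the closing section names were chosen outside this rule, after their values were seen. For the named genes and the tested members of the two-cell stage list, transcripts were compared with all GENCODE M21 transcripts by BLAST 2.17.0 at 95% identity or more over at least 100 bases. The longest protein-coding transcript of a gene was used, and 6 of 64 named genes shared over 50% of it with other genes.

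The first set of alternatives was an added value of 0.1 or 1 RPKM, no filter or a mean of at least 1 RPKM, scaling by median ratios, quantile normalization, limma without the trend or with robust empirical Bayes, the replicate number as a block, leaving out each library in turn, camera with an estimated correlation, and fry. A second set, chosen after the data had been seen, was voom on fragments estimated from the RPKM values, and removal from each library of its trend on GC content or on exonic length. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the remaining steps. Transposable elements, splicing and allele-specific expression were not analysed here.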

Results

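RNA was sequenced in 4 libraries from TT2, a mouse embryonic stem cell line of C57BL/6xCBA background that the labels give as female. Embryonic stem cells are pluripotent cells derived from the early embryo, and these were grown without feeder cells in serum with LIF, a cytokine that holds them undifferentiated. The cells were transfected with small interfering RNA (siRNA) against Hnrnpk (n = 2) or with control siRNA (n = 2). Hnrnpk encodes hnRNP K, an RNA- and DNA-binding protein. The title of the series places hnRNP K in gene silencing by SETDB1, an enzyme that methylates lysine 9 of histone H3. The comparison therefore asked which transcripts changed when Hnrnpk was depleted.

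The measurements were RPKM values (mapped reads scaled to the length of the transcript and the size of the library) for 22138 Ensembl genes in each library. Values above 0 were listed for 17566 and 17657 genes in control replicates 1 and 2, and for 18019 and 18077 genes in Hnrnpk siRNA replicates 1 and 2. Genes at 1 RPKM or more numbered 11447, 11305, 11243 and 11268 in the same order. The RPKM values summed to 359659 and 362836 in the control libraries and to 377825 and 390467 in the Hnrnpk siRNA libraries. The 10 genes with the highest values took 5.46% and 5.33% of that sum in the control libraries and 6.18% and 6.34% in the Hnrnpk siRNA libraries. Read counts were not used here, but the commonest ratio of low values between libraries gave the relative depth. With control replicate 1 set to 1, it was 0.982 in control replicate 2, 0.891 in Hnrnpk siRNA replicate 1 and 0.882 in Hnrnpk siRNA replicate 2. The commonest steps corresponded to denominators of 124200000 and 121900000 units in the control libraries and of 110700000 and 109500000 units in the Hnrnpk siRNA libraries. Whether a unit was a read pair or a single read could not be settled from the values, so the absolute depth is known only to within a factor of 2.

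The targeted gene was examined first in every library. Hnrnpk (ENSMUSG00000021546, GRCm38 chromosome 13, 58391142 to 58403343, minus strand, protein coding) stood at 236 and 226 RPKM in the control libraries and at 68.0 and 70.5 RPKM in the Hnrnpk siRNA libraries. The group values were 231 ± 6.69 RPKM (SD, n = 2) after control siRNA and 69.2 ± 1.78 RPKM (SD, n = 2) after Hnrnpk siRNA, a ratio of 0.3. The log2 change was -1.73 (SE 0.0629, limma adjusted p = 6.59e-08), far outside the spread between replicates and in the direction of the labels. The alternative that moved this value most was quantile normalization, with a log2 change of -1.80.

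Part of the Hnrnpk signal could not be assigned to that locus alone. Its longest protein-coding transcript (2970 bases, 18 exons) shared 1378 bases at 99.2% identity with Gm7964 (ENSMUSG00000063902), a processed pseudogene on chromosome 7 from 83755904 to 83757281 of GRCm38. The shared stretch covered transcript positions 275 to 1651, and the coding sequence ran from 275 to 1666. Gm7964, named here after its values were seen, was listed at 87.7 ± 0.915 RPKM (SD, n = 2) after control siRNA and at 22.4 ± 0.457 RPKM (SD, n = 2) after Hnrnpk siRNA, a log2 change of -1.94 (SE 0.0604, limma adjusted p = 3.08e-08). How reads matching both loci were counted is not given in the sources used here, so the level of either locus is uncertain. Both fell.

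Replicates lay much closer to each other than the groups did. Across the 12486 genes tested, which are not independent replicates, Pearson's r of log2(RPKM + 0.5) was 0.997 between the control libraries and 0.999 between the Hnrnpk siRNA libraries, against 0.955 to 0.960 between libraries of different groups. The SD within a pair was 0.111 on the log2 scale for control siRNA and 0.0775 for Hnrnpk siRNA.

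Of the 12486 genes tested, 8396 (67.2%) were called at a Benjamini-Hochberg adjusted p under 0.05 by limma, 4025 higher and 4371 lower after Hnrnpk siRNA. The unadjusted p was under 0.05 for 8776 genes. Both Hnrnpk siRNA libraries lay above both control libraries, or both lay below them, in 84.7% of the genes tested, where chance gives 33.3%. The median log2 change over all genes tested was -0.015, and the median SE was 0.0803. Many of the calls were therefore small changes measured with little spread between replicates. A log2 change of at least 1 in size was reached by 1063 called genes, of which 499 were higher and 564 were lower. The alternative that moved these counts most was a model of estimated fragments with no constant added to the RPKM, which gave 676 higher and 936 lower genes at that size. Which direction held more genes of that size depended on the processing. More were higher than lower with GC trends removed (543 and 441), under quantile normalization (531 and 512), with an added 1 RPKM (383 and 365) and without control replicate 1 (527 and 489). At any size, more genes were called higher than lower with GC trends removed (4334 and 4064) and with length trends removed (4393 and 4122). Leaving out Hnrnpk siRNA replicate 2 lowered the genes called higher at any size to 3155, and leaving out Hnrnpk siRNA replicate 1 lowered the genes called lower to 3552. With 2 libraries per group, an exact permutation test of a single gene cannot give a p below 0.333, so every call rests on the variance that limma pools across genes.

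**Figure D1:**
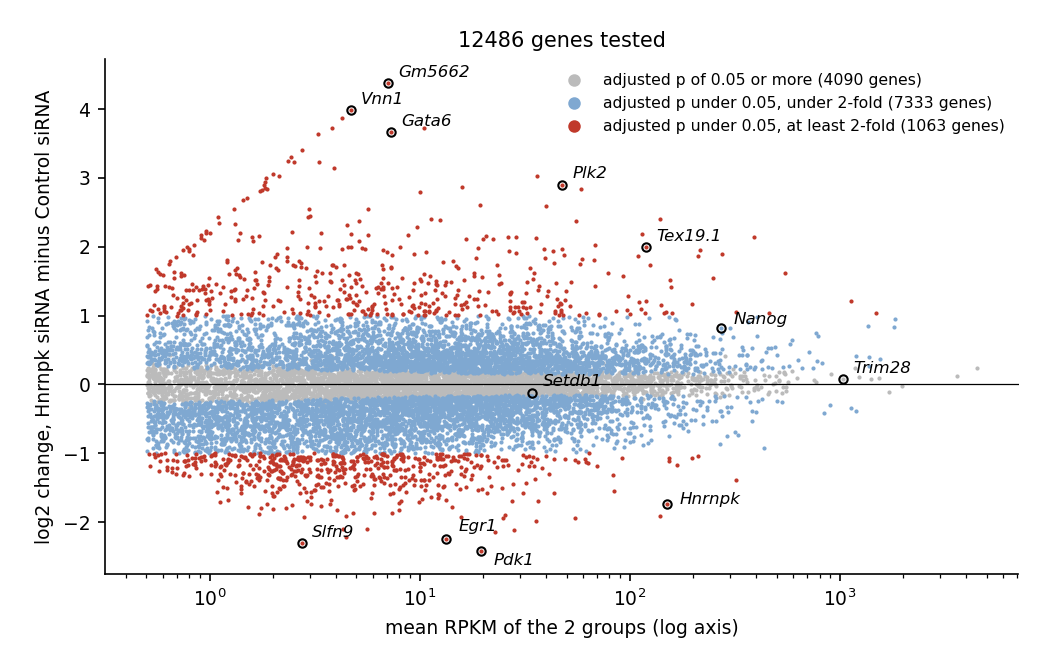
Log2 change on the log2(RPKM + 0.5) scale (vertical axis, Hnrnpk siRNA minus control siRNA, n = 2 each) against the mean RPKM of both groups (horizontal log axis) for the 12486 genes tested, one point per gene, coloured by adjusted p and size of change. Called genes of at least 2-fold (1063) lie on both sides, some of the named genes are circled, and Hnrnpk lies at -1.73.

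Among the 499 genes called higher by at least 2-fold, 125 (25.1%) had a mean below 0.5 RPKM in the control libraries. In the other direction, 65 of the 564 genes called lower by at least 2-fold had a mean below 0.5 RPKM after Hnrnpk siRNA. Since a mean of at least 0.5 RPKM over the 4 libraries was required, a gene this low in 1 group was tested only if it was higher in the other.

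The 6 largest rises by log2 change were Gm5662, Vnn1, Zscan4c, Gm8300, Nkx2-9 and Gata6. Gm5662 (ENSMUSG00000072905, chromosome 12, 87874072 to 87877859) went from 0.186 ± 0.00472 to 13.9 ± 2.52 RPKM (SD, n = 2 each; log2 change 4.38, SE 0.117, limma adjusted p = 2.04e-08). Vnn1 (ENSMUSG00000037440, chromosome 10, 23894688 to 23905343) went from 0.115 ± 0.0145 to 9.27 ± 0.279 RPKM (SD, n = 2 each; log2 change 3.99, SE 0.0877, adjusted p = 2.04e-08). Zscan4c (ENSMUSG00000054272, chromosome 7, 11005745 to 11010547) rose from 0.111 ± 0.0264 to 8.45 ± 0.754 RPKM and Gm8300 (ENSMUSG00000079034, chromosome 12, 87514316 to 87518266) from 0.108 ± 0.0282 to 7.54 ± 0.717 RPKM (SD, n = 2 each), with log2 changes of 3.87 and 3.72. Nkx2-9 (ENSMUSG00000058669, chromosome 12, 56611389 to 56613284) rose from 1.05 ± 0.215 to 19.9 ± 1.61 RPKM (SD, n = 2 each; log2 change 3.72), and Gata6 (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635) from 0.643 ± 0.110 to 13.9 ± 0.319 RPKM (SD, n = 2 each; log2 change 3.66). The added 0.5 RPKM compresses the change of genes this low: with an added 1 RPKM the log2 change of Vnn1 was 3.20, and in the model of estimated fragments it was 6.31. The order and the choice of these 6 genes depend on the added value too. With an added 0.1 RPKM the log2 change was 4.29 for Dub3, above 4.24 for Gata6 and 4.12 for Nkx2-9. Gm5662 and Zscan4c share 100% of their transcript with other genes at 95% identity or more, and Gm8300 shares 23.2%, so the values of these single genes are uncertain.

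On the log2(RPKM + 0.5) scale, the 6 largest falls were Pdk1, Slfn9, Egr1, C1ql1, Foxk2 and Mt3. Pdk1 (ENSMUSG00000006494, chromosome 2, 71873224 to 71903858) went from 33.3 ± 1.67 to 5.82 ± 0.192 RPKM (SD, n = 2 each; log2 change -2.42, SE 0.0710, limma adjusted p = 2.34e-08). Slfn9 (ENSMUSG00000069793, chromosome 11, 82978390 to 82991830), which shares 21.7% of its transcript with another gene, went from 4.90 ± 0.115 to 0.594 ± 0.133 RPKM (SD, n = 2 each; log2 change -2.31, SE 0.104, adjusted p = 1.92e-07). Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) fell from 22.4 ± 2.57 to 4.28 ± 0.0482 RPKM and C1ql1 (ENSMUSG00000045532, chromosome 11, 102939264 to 102946688) from 7.63 ± 0.282 to 1.25 ± 0.187 RPKM (SD, n = 2 each), with log2 changes of -2.25 and -2.22. Foxk2 (ENSMUSG00000039275, chromosome 11, 121259990 to 121309896) fell from 37.5 ± 4.56 to 8.04 ± 0.141 RPKM and Mt3 (ENSMUSG00000031760, chromosome 8, 94152607 to 94154146) from 45.8 ± 1.73 to 10.2 ± 0.508 RPKM (SD, n = 2 each), with log2 changes of -2.15 and -2.12. The order and the choice of these genes depend on the added 0.5 RPKM. With an added 0.1 RPKM the Slfn9 log2 change was -2.86 and the Pdk1 log2 change was -2.50. By the ratio of mean RPKM in control over Hnrnpk siRNA libraries, Smc1b, chosen after its values were seen, fell further (6.35) than Pdk1 (5.72), with a log2 change of -1.30 on the scale used. All 12 genes named as largest rises or falls are annotated as protein coding.

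**Figure D2:**
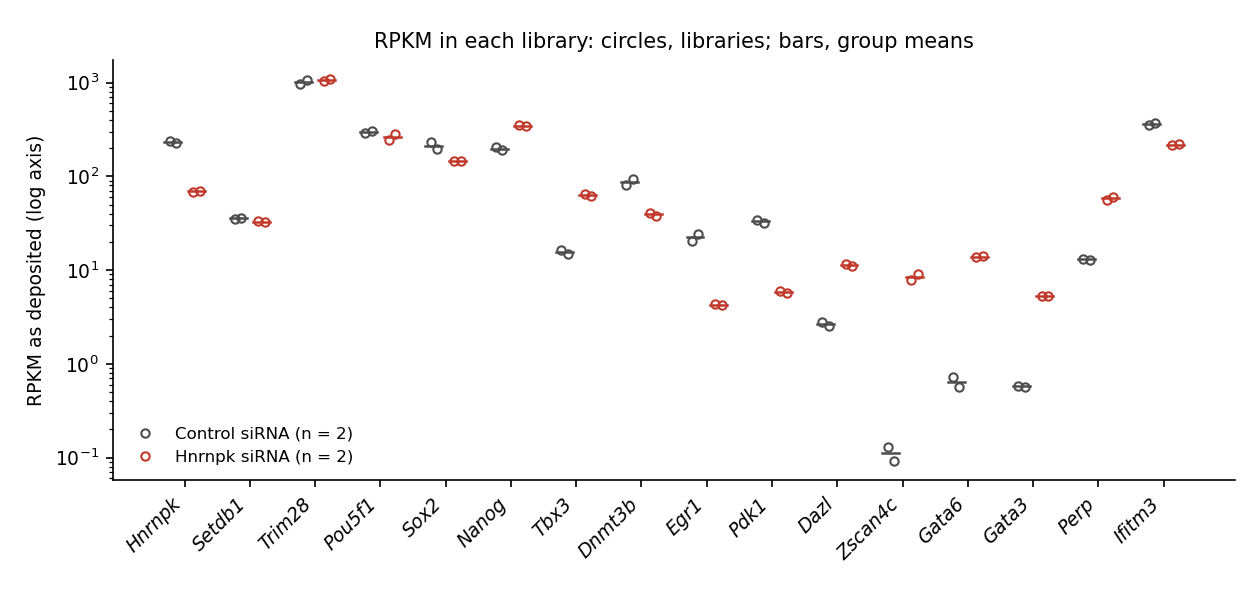
RPKM in each library on a log axis for 16 named genes, with control siRNA in grey and Hnrnpk siRNA in red (n = 2 each); circles are libraries and bars are group means. Hnrnpk stood at 236 and 226 RPKM in the control libraries and at 68.0 and 70.5 RPKM after Hnrnpk siRNA, while Setdb1 and Trim28 changed little.

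SETDB1 and its cofactor TRIM28 were measured as transcripts. Setdb1 (ENSMUSG00000015697, chromosome 3, 95323525 to 95357202) had 35.7 ± 0.633 RPKM (SD, n = 2) after control siRNA and 32.8 ± 0.672 RPKM (SD, n = 2) after Hnrnpk siRNA. Its log2 change of -0.12 (SE 0.0615, limma adjusted p = 0.114) was not called. Trim28 (ENSMUSG00000005566, chromosome 7, 12999114 to 13031035) had 1011 ± 59.8 and 1063 ± 36.4 RPKM (SD, n = 2 each). Its log2 change of 0.074 (SE 0.0821, limma adjusted p = 0.445) was not called and became -0.041 under quantile normalization. Without 1 library at a time it lay between 0.014 and 0.13. Removing each library's trend on GC content gave 0.27 for Trim28, called at an adjusted p of 0.0206, over a range of 0.0206 to 0.928 among the alternatives.

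The 9 fixed gene lists were then compared as sets with camera, which tests whether the members of a list moved further than the other genes tested. The list medians ranged from -0.43 to 3.01, and 6 of the 9 lists were called. All 6 of those calls held under the rotation test fry. None held when camera estimated the correlation between members from these 4 libraries, where the adjusted p was 0.279 to 0.748 over the 9 lists; that estimate has 2 residual degrees of freedom. The choice that moved a list median most was the model of estimated fragments, which raised the median of the two-cell stage list from 3.01 to 5.89.

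**Figure D3:**
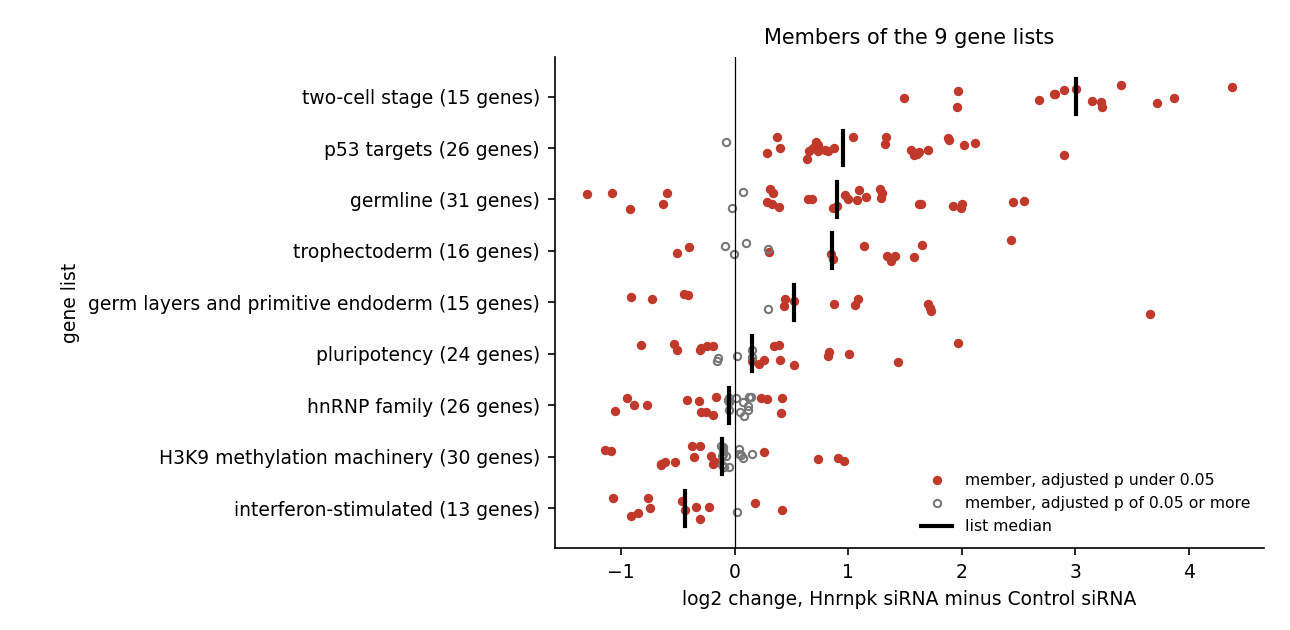
Log2 change of each tested member (points; filled where the adjusted p was under 0.05) of the 9 gene lists, with the median of each list as a black bar, for Hnrnpk siRNA minus control siRNA (n = 2 each). The two-cell stage list has the highest median (3.01) and the interferon-stimulated list the lowest (-0.43).

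The germline list holds genes of germ cells reported as targets of DNA methylation or SETDB1 in embryonic stem cells. Of its 31 tested members, 24 were called higher and 5 lower, 29 in all, and 29 were also called when adjusted over the list alone. Their median log2 change was 0.90 (camera adjusted p = 1.73e-05). Slc25a31 rose from 1.30 ± 0.186 to 10.01 ± 0.423 RPKM, Taf7l from 0.584 ± 0.0615 to 5.43 ± 0.257 RPKM and Tex19.1 from 47.8 ± 1.94 to 192 ± 17.6 RPKM (SD, n = 2 each), with log2 changes of 2.55, 2.45 and 1.99. Dazl rose from 2.64 ± 0.187 to 11.4 ± 0.310 RPKM and Mael from 8.69 ± 0.550 to 27.7 ± 0.503 RPKM (SD, n = 2 each), with log2 changes of 1.92 and 1.62. The highest adjusted p of these 5 was 1.57e-07 by limma. Members also fell, the lowest log2 change in the list being -1.30.

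All 15 tested members of the two-cell stage list, genes of the two-cell embryo that mark a rare state of embryonic stem cells, were called higher, and all 15 were called when adjusted over the list alone. The median log2 change was 3.01, with members from 1.5 to 4.38 (camera adjusted p = 5.37e-12). Besides Gm5662, Zscan4c and Gm8300, the members with the lowest p were Dub3 (ENSMUSG00000043073, chromosome 7), from 0.233 ± 0.0189 to 6.40 ± 0.462 RPKM, and Arg2 (ENSMUSG00000021125, chromosome 12), from 0.397 ± 0.0356 to 7.44 ± 0.525 RPKM (SD, n = 2 each). Their log2 changes were 3.23 and 3.15, each at a limma adjusted p of 2.34e-08. Arg2 shares 27.3% of its transcript with other genes. Several members are near-identical copies, so they do not count as independent genes. The summed RPKM of the 6 Zscan4 genes analysed was 0.295 ± 0.00911 after control siRNA and 23.8 ± 1.30 after Hnrnpk siRNA (SD, n = 2 each), a ratio of 80.8. Other copies, such as Zscan4a, were not analysed here and are not in that sum.

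For p53 targets, 25 of 26 tested members were called higher, none lower, and 25 were called when adjusted over the list alone. The median log2 change was 0.96 (camera adjusted p = 1.18e-10). Perp rose from 13.1 ± 0.205 to 58.5 ± 3.0 RPKM, Plk2 from 10.9 ± 2.31 to 84.2 ± 0.423 RPKM and Pmaip1 from 9.81 ± 0.257 to 29.8 ± 1.38 RPKM (SD, n = 2 each), with log2 changes of 2.12, 2.90 and 1.55. Mdm2 rose from 38.8 ± 3.28 to 119 ± 2.70 RPKM and Ccng1 from 117 ± 14.4 to 432 ± 5.64 RPKM (SD, n = 2 each), with log2 changes of 1.61 and 1.89.

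The trophectoderm list, genes of the outer layer of the blastocyst and its derivatives, had a median log2 change of 0.86 over 16 tested members (camera adjusted p = 0.00165). In it 10 members were called higher and 2 lower, and 12 were called when adjusted over the list alone. Gata3 rose from 0.575 ± 0.00927 to 5.30 ± 0.0297 RPKM (SD, n = 2 each; log2 change 2.43), Hand1 from 1.35 ± 0.0764 to 5.03 ± 0.149 RPKM (SD, n = 2 each; log2 change 1.58) and Msx2 from 1.05 ± 0.0523 to 3.62 ± 0.272 RPKM (SD, n = 2 each; log2 change 1.41). Tead4 and Gata2 had log2 changes of 1.38 and 1.35.

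The list of germ layers and primitive endoderm had a median log2 change of 0.52 over 15 tested members (camera adjusted p = 0.0169), with 10 called higher and 4 lower, and 15 called when adjusted over the list alone against 14 over all genes. Besides Gata6, the members with the lowest p were Col4a1, from 6.69 ± 0.0931 to 23.1 ± 0.890 RPKM, Dab2, from 1.62 ± 0.0496 to 6.42 ± 0.185 RPKM, and Sox7, from 1.52 ± 0.374 to 6.15 ± 0.199 RPKM (SD, n = 2 each), with log2 changes of 1.72, 1.70 and 1.73. Wnt3 followed with a log2 change of 1.09. The lowest change in the list was -0.91.

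The pluripotency list went both ways. Its median log2 change was 0.15 over 24 tested members, with 12 called higher and 7 lower, and 19 called when adjusted over the list alone. The list was not called by camera (adjusted p = 0.13) but was called by fry (adjusted p = 0.0212), over a range of 0.0212 to 0.477 among the alternatives. Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) had 294 ± 10.1 RPKM after control siRNA and 265 ± 28.8 RPKM after Hnrnpk siRNA (SD, n = 2 each; log2 change -0.15, SE 0.0833, limma adjusted p = 0.137). That change was called under quantile normalization (-0.23, adjusted p = 0.0109) and without Hnrnpk siRNA replicate 2 (-0.26, adjusted p = 0.0188), over a range of 0.0109 to 0.951 among the alternatives, and moved to -0.0060 when GC trends were removed. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) fell from 213 ± 25.6 to 146 ± 0.916 RPKM (SD, n = 2 each; log2 change -0.53, SE 0.0833, limma adjusted p = 0.000337). Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) rose from 197 ± 9.49 to 348 ± 8.13 RPKM (SD, n = 2 each; log2 change 0.82, SE 0.0682, limma adjusted p = 6.56e-06). Tbx3 rose from 15.6 ± 1.11 to 62.6 ± 2.06 RPKM, Tcfcp2l1 from 36.9 ± 5.64 to 100.3 ± 8.62 RPKM and Dppa2 from 30.6 ± 2.89 to 61.9 ± 0.816 RPKM, while Dppa3 fell from 72.4 ± 2.57 to 40.7 ± 2.10 RPKM (SD, n = 2 each). Pou5f1, Nanog, Dppa2 and Dppa3 share 21.7%, 20.4%, 37.0% and 54.1% of their transcripts with other genes, respectively.

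For the machinery of H3K9 methylation and DNA methylation, 4 of 30 tested members were called higher and 12 lower, 16 in all, against 15 when adjusted over the list alone. The median log2 change of -0.11 was not called by camera (adjusted p = 0.13). It was called only without the filter on low values, at an adjusted p of 0.0439, over a range of 0.0439 to 0.651 among the alternatives. Dnmt3b fell from 87.6 ± 8.42 to 39.3 ± 2.14 RPKM and Dnmt1 from 107 ± 1.55 to 68.2 ± 2.59 RPKM (SD, n = 2 each), with log2 changes of -1.14 and -0.65. Zfp809 rose from 14.2 ± 0.647 to 28.2 ± 2.85 RPKM, Suv39h1 from 5.91 ± 0.405 to 11.6 ± 0.405 RPKM and E2f6 from 11.8 ± 0.751 to 20.02 ± 0.277 RPKM (SD, n = 2 each), with log2 changes of 0.97, 0.91 and 0.74. Suv39h1 shares 23.5% of its transcript with another gene.

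Other members of the hnRNP and poly(C)-binding protein families showed no common direction. The median log2 change was -0.047 over 26 tested members, with 4 called higher and 10 lower, and 14 called when adjusted over the list alone. Camera gave an adjusted p of 0.403 and fry 0.0374, over a range of 0.0374 to 0.748 among the alternatives. The sign of the median turned positive without control replicate 2 (0.011), without Hnrnpk siRNA replicate 2 (0.00097) and with GC or length trends removed (0.015 and 0.012). Hnrnpa1 fell from 32.0 ± 1.59 to 15.1 ± 0.810 RPKM, Hnrnph3 from 18.4 ± 0.279 to 9.30 ± 0.232 RPKM and Pcbp4 from 86.6 ± 4.06 to 46.6 ± 2.01 RPKM (SD, n = 2 each), with log2 changes of -1.06, -0.94 and -0.89. Pcbp3 and Hnrnpa0 had log2 changes of -0.78 and -0.42. Hnrnpa1 shares 58.5% of its transcript with other genes.

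The interferon-stimulated list had a median log2 change of -0.43 over 13 tested members out of 30 matched (camera adjusted p = 0.0228), with 2 called higher and 10 lower, and 12 called when adjusted over the list alone. At a mean of at least 1 RPKM the list kept 10 members and was no longer called (median -0.32, adjusted p = 0.135), over a range of 0.00203 to 0.279 among the alternatives. Ifitm3 fell from 364 ± 11.2 to 217 ± 4.27 RPKM and Bst2 from 131 ± 14.4 to 77.2 ± 5.36 RPKM (SD, n = 2 each), with log2 changes of -0.74 and -0.76. Dhx58 fell from 1.29 ± 0.120 to 0.352 ± 0.00742 RPKM (SD, n = 2 each; log2 change -1.07). Parp14 and Oas2 had log2 changes of -0.92 and -0.85.

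As a check of the label female, 6 genes of the Y chromosome were read in every library. Ddx3y, Eif2s3y, Kdm5d, Uty, Zfy1 and Usp9y each lay below 0.5 RPKM in all 4 libraries. The highest group mean was 0.436 ± 0.0335 RPKM (SD, n = 2) for Uty after control siRNA, and the lowest was 0.00450 ± 0.00278 RPKM (SD, n = 2) for Usp9y after control siRNA. All 6 genes had values above 0 in every library. Low values of Y genes alone cannot tell a female line from a line that lost its Y chromosome. Xist and Tsix were not analysed here.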

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

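The model of estimated fragments and the removal of GC and length trends were chosen only after the results had been seen, and the other alternatives were fixed beforehand. Of 233 comparisons of a main result with an alternative, 216 kept their direction and their side of the threshold, or stayed within 1.5 times the count. Of 909 such comparisons for the 57 named genes other than Hnrnpk that were tested, 905 did. Signs held under every alternative for 56 of those 57 genes. Apart from genes named whatever their values, these genes were chosen from the same data for large changes or low p, so holding was likely. Limma without the trend, robust empirical Bayes, the replicate block and the changes of filter leave a gene's log2 change as it is. Those alternatives could not turn a sign. Median-ratio scaling and quantile normalization moved the median log2 change of all genes tested to -0.0081 and -0.0052. The Hnrnpk log2 change lay between -1.80 and -1.68 under all alternatives.

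The count of genes lower by at least 2-fold was 860 with an added 0.1 RPKM, 365 with an added 1 RPKM and 936 with estimated fragments, against 564. Only the constant differs in the first and second, and 561 of the 564 genes are in the third, whose cause was not tested. The excess of lower over higher genes at that size turned round with an added 1 RPKM (383 higher), with quantile normalization (531 and 512), with GC trends removed (543 and 441) and without control replicate 1 (527 and 489); the cause was not tested. Without the filter on low values the H3K9 methylation machinery list (median log2 change -0.11) was called at an adjusted p of 0.0439 (0.0439 to 0.651 over its alternatives), and at a mean of at least 1 RPKM the interferon-stimulated list was not (median -0.32, adjusted p = 0.135, 0.00203 to 0.279 over its alternatives), with 10 members left; the cause was not tested further. Quantile normalization gave Trim28 a log2 change of -0.041 in place of 0.074. The hnRNP family median, -0.047, became 0.015 after removal of GC trends and 0.012 after removal of length trends. The cause was not tested.

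With camera's correlation estimated from the data, 6 lists were not called although their medians did not move: germline (0.90, adjusted p = 0.279), two-cell stage (3.01, 0.279), trophectoderm (0.86, 0.334), germ layers and primitive endoderm (0.52, 0.279), p53 targets (0.96, 0.325) and interferon-stimulated (-0.43, 0.279). The estimate rests on 2 residual degrees of freedom. Under fry the hnRNP family (-0.047, adjusted p = 0.0374) and pluripotency (0.15, adjusted p = 0.0212) lists were called. Fry asks whether members changed at all and camera whether they changed more than other genes. Lists have no value under robust empirical Bayes, which camera does not offer.

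Leaving out each library in turn left 1 library in a group, which was assumed to vary like the pair in the other. The hnRNP family median ranged from -0.034 to 0.011, with 0.011 reached without control replicate 2 and 0.00097 without Hnrnpk siRNA replicate 2. Genes called higher ranged from 3155 to 4033 and genes called lower from 3552 to 4502. Genes higher by at least 2-fold ranged from 482 to 527 and genes lower by at least 2-fold from 489 to 662.

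The groups share replicate numbers, but the deviations of same-numbered libraries correlated at r = 0.0267 across genes and there are only 2 pairs, so the numbers were not taken to pair the libraries. With the replicate number as a block, 4162 genes were called higher and 4460 lower, and the log2 change of Hnrnpk was -1.73 (SE 0.0648). The block changed no call of a list. Splitting the libraries by replicate number, or across it, instead of by siRNA gave 0 calls by limma in each case, with 0 and 2 genes at an unadjusted p under 0.05. In those splits the difference between siRNAs lies within the groups and widens their spread, so these counts do not measure false calls.

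Depth limits the lowest values. At 0.5 RPKM a gene of 1 kilobase had 54.75 to 62.1 estimated units per library, and genes below that had fewer. The folds of genes near 0 in the control libraries depend on the added constant.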

Other observations

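The tests of the Zscan4 sum, of two-cell stage genes without shared sequence, of the spread between control libraries, of stress genes in the control libraries and of chromosome 11 were chosen only after the results had been seen, and the ERK, ATF4 and sterol lists after the values of single genes had been seen. The tests of GC content, length, chromosome medians, X linkage and histone transcripts were set before their results were seen, but the use of trend removal as an alternative for other results was not.

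The response to Hnrnpk siRNA was wide, with 67.2% of tested genes called, and technical trends were weighed first. The log2 change fell with GC content across genes (Spearman's rho -0.173) and less with exonic length (rho -0.0943). Replicates of a group also differed along these properties. Within the control pair rho was -0.227 with GC content and -0.0499 with length, and within the Hnrnpk siRNA pair it was 0.271 with GC content and -0.447 with length. After each library's trend was removed, 85.4% of the 1039 genes that were called at 2-fold or more and had an annotated GC content and length remained called at that size for GC content, and 92.8% for length, so neither trend is the whole cause of the large changes. Of 4371 genes called lower, 3833 were also called lower after removal of GC trends, and of 4025 called higher, 3758 were, with genes without an annotated GC content counted as not called. The gain or loss of a chromosome in a large part of the cells is argued against by the medians per chromosome, of which the farthest from 0 was -0.057 (chromosome 15). What stays open is whether the wide response came from the loss of hnRNP K, from other transcripts hit by the siRNA, or from a general effect such as slower growth, since the labels name no second siRNA or rescue.

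Apart from Zfp750, at a mean of 6.09 RPKM after control siRNA, the tested two-cell stage genes rose from below 0.5 RPKM. Many are near-identical copies. If shared reads were the whole cause, members without shared sequence would not have risen. Of 13 members with a transcript to compare, 3 (Zfp750, Dub3 and Dub1a) had no BLAST alignment to another gene of at least 100 bases at 95% identity. All 3 were called higher, with log2 changes from 1.5 to 3.41 and a median of 3.23. This argues against the copies found in this way as the whole cause of the rise of the list. Alignments under 95% identity over their length were dropped, even where they held closer stretches. Shared reads therefore stay open for Dub3 and Dub1a, which are both Usp17l genes. For the Zscan4 genes shared reads stay open, although their sum rose from 0.295 to 23.8 RPKM, a ratio of 80.8, because copies not analysed here could have given reads to that sum. GC content and length are argued against as well, as the list median was 3.13 and 3.12 after removal of each trend. Reads from another cell type were not tested. Dux, the gene of a transcription factor of this programme, was listed at 0.0151 ± 0.00657 RPKM (SD, n = 2) after control siRNA and 0.169 ± 0.0284 RPKM (SD, n = 2) after Hnrnpk siRNA. Another entry of the list, Gm10807, matched as Duxf3, was listed at 0.00677 ± 0.00958 RPKM and 0.190 ± 0.0220 RPKM (SD, n = 2 each) in the same order. Both lay below the filter and were untested, and their shared sequence was not examined. RPKM from bulk RNA cannot show whether a few cells rose strongly or many cells slightly. A biological response to Hnrnpk siRNA stays among the open explanations.

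Scd1, Scd2 and Acaca, genes of fatty acid synthesis noticed among the falls, fell from 57.6 ± 9.04 to 14.1 ± 0.331, from 220 ± 16.8 to 58.0 ± 2.79 and from 15.5 ± 0.413 to 4.38 ± 0.222 RPKM (SD, n = 2 each). A candidate explanation is lower activity of SREBP, the transcription factors of sterol and fatty acid synthesis. A list of 26 other SREBP targets had a median log2 change of -0.35, with 2 called higher and 16 lower (camera adjusted p = 0.00265 over the 3 added lists). After removal of GC and length trends camera gave 0.00391 and 0.00383. The call was not reached by fry (0.158) or with an estimated correlation (0.907). The fall was uneven: Fasn and Dhcr7 each had a log2 change of -1.18, while Sc5d (0.21) and Tmem97 (0.24) were called higher, which a plain loss of SREBP activity would not give.

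Egr1 and Dnmt3b fell while Nanog and Tbx3 rose, changes that lower ERK signalling could give. A list of 22 other ERK targets did not decide it: the median log2 change was -0.18, with 9 members called higher and 11 lower (camera adjusted p = 0.614; fry 0.295). Spry4 fell from 40.6 to 27.1 RPKM and Spred1 from 16.1 to 10.5 RPKM, but Dusp6 rose from 27.0 to 31.7 RPKM and Dusp4 from 22.0 to 32.2 RPKM. Members called in both directions leave the explanation open.

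Ddit3, a gene of the integrated stress response, rose from 8.01 ± 4.51 to 64.0 ± 5.69 RPKM (SD, n = 2 each; log2 change 3.03, limma adjusted p = 1.01e-05). The other 24 tested ATF4 targets did not follow as a set (median log2 change -0.10, 8 called higher and 10 lower, camera adjusted p = 0.614, fry 0.409), so an integrated stress response could neither be shown nor excluded. Members moved both ways, also among genes of like function. Atf3 (1.24), Trib3 (0.92), Sesn2 (0.73) and Nupr1 (0.70) rose, while the serine synthesis genes Phgdh (-1.32), Psph (-0.80) and Psat1 (-0.44) and the amino acid genes Aldh18a1 (-0.88) and Slc7a3 (-0.84) fell. The amino acid genes Asns (0.35) and Cth (0.25) were called higher, and of the genes of aminoacyl-tRNA synthetases Aars (0.41) was called higher while Wars (-0.40), Gars (-0.38) and Sars (-0.22) were called lower. Sesn2 is also in the p53 list.

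The control libraries differed from each other more than the Hnrnpk siRNA libraries did, by a ratio of spreads of 1.43 over all genes tested. Sampling noise at low values is argued against as the whole cause, since the ratio was 1.35 in the 6044 genes of at least 10 RPKM. A shift of control replicate 2 toward the state after Hnrnpk siRNA is argued against as the whole cause by the 2.59% of the variance of its difference from control replicate 1 that lay along the siRNA effect. A partial shift stays open: across genes, which are not independent, that difference correlated with the siRNA effect at r = 0.161 (0.136 after adjustment for GC content, 0.0671 in the 6044 genes of at least 10 RPKM) and had the same sign in 62.2% of the genes called at 2-fold or more. The SD of the log2 distance to the mean of the Hnrnpk siRNA libraries was 0.581 for control replicate 2 and 0.606 for control replicate 1. The lower r at higher expression weakens a partial shift. For reference, the difference within the Hnrnpk siRNA pair gave an r of 0.0626 over all genes tested. Other causes of the difference were not tested.

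Chac1 (8.96 and 26.7 RPKM), Trib3 (18.9 and 40.3), Nupr1 (5.32 and 9.53) and Atf4 (188 and 306) were noticed to differ between control replicates 1 and 2. A candidate explanation is a stress response in control library 2, that is, control replicate 2. Without those 4 genes, the other 20 tested ATF4 targets had a median log2 difference of 0.20 between the control libraries, with 19 higher in replicate 2. None of 10000 random lists of the same size and expression reached it, so it lies at percentile 100 of these lists, whose highest median was 0.12. In the Hnrnpk siRNA pair the median difference of those 20 targets was 0.04. The random lists were matched on expression only. Any list of genes that vary together could exceed them, so the percentile cannot single out a stress response. Among tested p53 targets, only Sesn2 and Rrm2b were higher in control replicate 2. Cdkn1a lay at 25.6 and 16.2 RPKM in control replicates 1 and 2, and Phlda3 at 54.7 and 38.8 RPKM. All of these differences describe 1 pair of libraries. Changes of stress genes after Hnrnpk siRNA rest on this uneven control pair: Chac1 lay at 11.7 and 13.1 RPKM after Hnrnpk siRNA, above control replicate 1 and below control replicate 2.

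Genes called lower by at least 2-fold lay more often on chromosome 11 than on the others (69 of 1049 tested genes; odds ratio 1.54, Fisher's exact test, two-sided, adjusted p = 0.0384 over 20 chromosomes). No chromosome passed for genes called higher. GC content could be part of this, because within 10 strata of GC content the odds ratio was 1.33 (exact p = 0.0387), between 1 and the value without strata. The rest of the difference has no tested explanation, and neighbouring genes are not independent.

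X-linked genes were counted among the genes called higher, since some germline genes on the X chromosome rose. Of 428 tested X-linked genes 20 were called higher by at least 2-fold, an odds ratio of 1.22 (95% confidence interval 0.729 to 1.93, Fisher's exact test, two-sided, adjusted p = 0.920 over 20 chromosomes). Neighbouring genes are not independent. Counted by stretches of 1 Mb, 16 of 101 X-linked stretches held a gene called higher by at least 2-fold, an odds ratio of 0.749. Neither an excess nor a deficit was shown or excluded.

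The labels name both poly(A) selection and depletion of ribosomal RNA. Transcripts of replication-dependent histone genes lack a poly(A) tail and would be abundant in dividing cells without poly(A) selection. The 54 such genes in the table had a median of 2.41 RPKM and a highest value of 17.3 RPKM, each gene taken as its mean over the libraries, against a mean of 201 RPKM for H2afz, whose transcript carries a tail. That median lies at percentile 14.2 of the genes at 1 RPKM or more, which argues against libraries made without poly(A) selection. Reads lost to near-identical core histone genes could lower the values, but the 4 linker histone genes Hist1h1a, Hist1h1b, Hist1h1d and Hist1h1e, which differ more from each other, had means over the libraries of at most 7.53 RPKM.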
